A study of Mus musculus with 47 samples. Its data were reported in "Time-Course Analysis of Brain Regional Expression Network Responses to Chronic Intermittent Ethanol and Withdrawal: Implications for Mechanisms Underlying Excessive Ethanol Consumption" (2016).

How the data were processed

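Medial PFC was dissected from individual mice and total RNA was hybridised to Affymetrix Mouse Genome 430 2.0 arrays. Samples were grouped by exposure (CIE or Ctrl) and harvest time as their labels give them. The labels also gave each array a mouse number and a repeat group; repeat group 2 occurred at 8h alone, so the comparisons at 0h, 72h and 7d lie within repeat group 1 and only those with 8h arrays mix repeat groups. The mouse numbers are not shared between groups.

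The authors deposited log2 expression values per probeset. The submitters' processing notes name RMA. The study's methods describe RMA background correction and quantile normalization within each hybridization batch with the affy package, quantile normalization across arrays, and ComBat, which in PFC adjusted for repeat group alone; versions of affy and ComBat are not given in the sources used here. A batch adjustment that did not know the groups can shrink or add group differences where a batch holds groups unequally. Repeat group 2 held 8h mice alone (3 Ctrl and 2 CIE). Repeat group 1 held mice of every time point, with 3 Ctrl and 3 CIE mice at 8h. The batches thus differed mainly in harvest time, and less in exposure. Levels at 8h and differences between 8h and other times may be distorted, and CIE against Ctrl at 8h may be too. Repeat group as a model term was therefore applied to values already adjusted for it. The arrays hold 45037 probesets apart from control probes. Annotation gave 34945 probesets 1 gene symbol, 932 several and 9160 none listed, which are unnamed here. Symbols were updated through Entrez identifiers for 34741 probesets with the RefSeq genes of assembly GRCm38.p6, used for names only. Probesets with 1 symbol covered 18193 genes, and no gene was named from a probeset with several. All value columns were used, with 0 left out.

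Values were used as deposited, with no further scaling and no filter. The mean correlation of an array with the other arrays lay between 0.967 and 0.994 (median 0.992). Models were fitted with limma 3.58.1 in R 4.3.3, with data.table (version 1.17.8) for reading. A single model with a mean for each of the 8 groups was fitted to all 47 arrays. The contrast CIE minus Ctrl was taken at each of the 4 time points, with moderated variances and Benjamini-Hochberg adjustment over all probesets, and called at FDR ≤ 0.01. Every adjusted p of a single gene is from that limma fit. A moderated F test covered the 4 contrasts together and another the 4 Ctrl groups. Differences between ethanol effects were tested as contrasts of contrasts. Overlaps of calls were set beside the product of both list lengths over the number of probesets, by direction. Time points do not share Ctrl mice.

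Gene lists (41, of which 39 were fixed without the study and 2 hold genes the study chose on these mice) covered pathways, cell types and neighbouring tissue. Together they hold 1080 genes, 976 of them measured. Each gene was read from its probeset of highest mean level, probesets with the suffix for cross-hybridization coming last. Counts of list genes that passed cover that probeset alone, and a gene can pass on another probeset, as Homer1, Sgsh and Syndig1l did. Lists were tested at every time point with limma's camera, which compares a list with the other genes, at a preset correlation of 0.01 between genes and again with an estimated correlation, and with fry, which tests whether genes of a list move one way or, in its other form, in either direction, without reference to other genes. Adjustment ran over 164 tests, with a threshold of 0.05. At the preset correlation 16 list tests passed, with fry's one-way form 7 and with an estimated correlation 0. At some time point 13 lists passed camera or the one-way form, and 28 passed neither. Fry's either-direction form passed in 34 tests of 22 lists. A p beside a list is that of camera at the preset correlation unless called a one-way shift, which is fry's. Neighbours of Bdnf were the 50 genes of highest and the 50 of lowest correlation with it over the deviations of Ctrl arrays from their group means.

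Named genes followed a rule: at each time point the 10 largest rises and 10 largest falls at FDR ≤ 0.01 among probesets with 1 symbol and no cross-hybridization suffix, 1 probeset per gene; up to 4 members of each list described, those of smallest p that passed, or 2 where none passed; and Bdnf with the other PFC genes named by the study, at every time. Some further members of lists are named to complete a count, and these and all genes said to be so were chosen after their values were seen. Groups, tests, lists, this rule and the first set of other settings below were fixed before the data were examined.

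The 4 contrasts of CIE with Ctrl, the difference between 0h and 7d and 3 list tests were tested on simulated data. These data had the real means and spread of 45037 probesets, 200 of them changed at each size. Calls recovered 17.5%, 67% and 96% of changes of 0.25, 0.5 and 1 at 0h, 11%, 58.5% and 93% at 8h, 10.5%, 70.5% and 97% at 72h and 17.5%, 65% and 94.5% at 7d, with 4, 5, 2 and 2 false calls. The test of a difference between 0h and 7d recovered 4.5%, 36.9% and 87.2%, with 3 false calls. A simulated list of 25 genes out of 18193 shifted by 0.25 at 0h was recovered by all 3 list tests, and 0 of 100 random lists were called. As the simulation took means and spread per probeset from the data, it does not show how list tests behave where genes vary together. Nor does it give recovery or false calls of single probesets where probesets vary together or arrays differ in spread. In CIE 8h the array weights ran from 0.104 to 2.16, so the 8h rates above may not hold for the real arrays.

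Other settings tried were another threshold (0.05), adjustment over the time points together, leaving out dim probesets, repeat group as a term, repeat group 1 alone, repeat group 2 alone at 8h, each comparison fitted alone, array weights, trended and robust variances, a further quantile normalization, median centring, 1 probeset per gene, leaving out each array in turn, and for lists the estimated correlation and the most variable probeset of a gene. Added after the data were seen were the first component of the residuals as a term, leaving out arrays of mean correlation below 0.99, leaving out both CIE 8h arrays of repeat group 2, the mean of striatal markers as a term, for lists any probeset of a gene, and the brightest probeset of the genes named by size. Each count was also set against 99 other random splits of the same mice.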

Results

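Gene expression was measured on Affymetrix Mouse Genome 430 2.0 arrays in the medial prefrontal cortex (PFC) of adult male C57BL/6J mice. Mice of the CIE (chronic intermittent ethanol) group breathed ethanol vapor at 10 to 13 mg per liter of air for 16 hours per day over 4 days, followed by 7 days of abstinence, and went through 4 such cycles. Control (Ctrl) mice breathed air. All mice received pyrazole, which slows the breakdown of ethanol, at 1 mmol/kg, and CIE mice also an ethanol injection of 1.6 g/kg. Tissue was taken at 0h, 8h, 72h or 7d after the last exposure. Each array holds the RNA of 1 mouse, and the 47 arrays fall into 8 groups of 6 mice, except CIE 8h with 5. Each time point had its own Ctrl mice. The values are log2 RMA intensities of 45037 probesets, between 2.82 and 14.7, with array medians between 6.39 and 6.42. The number of arrays limits the precision. No pair of arrays held identical values (0 pairs). Ethanol effects are given as CIE minus Ctrl on the log2 scale, and rose or fell is used of probesets at FDR ≤ 0.01 and of gene lists that passed their own test.

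The first comparison asks what the PFC expressed at the end of ethanol exposure. At 0h, genes that neurons switch on with activity were lower in CIE mice and several targets of glucocorticoids were higher. Both lists passed at the preset correlation and had adjusted p = 1.00 with an estimated correlation. Arc, a regulator of synaptic strength, fell from 11.2 ± 0.33 in Ctrl to 9.29 ± 0.58 in CIE (SD, n = 6 each, log2 change -1.92, adjusted p = 3.59e-04), and Bdnf, which encodes a neurotrophin, fell from 9.47 ± 0.21 to 8.40 ± 0.37 (-1.07, adjusted p = 7.48e-05). Plin4, a lipid droplet protein, rose from 6.34 ± 0.27 to 8.88 ± 0.80, a 5.83-fold difference (2.54, adjusted p = 4.11e-07). In all 3 cases 6 of 6 CIE mice lay beyond the Ctrl mean. In total 3277 probesets of 2302 genes passed at 0h, 1663 higher and 1614 lower, with a median absolute change of 0.41 and 42 changes above 1.

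Among the 10 largest rises at 0h, Plin4 was followed by H2-Ab1 (1.75, adjusted p = 0.00340), an MHC class II chain, and by Ccnd3 (1.40, adjusted p = 1.23e-07), a D-type cyclin. Oprk1, the kappa opioid receptor, rose by 1.33 (5.71 ± 0.50 against 7.04 ± 0.61, adjusted p = 8.55e-04), Arrdc2 by 1.26, and Cd44, a hyaluronan receptor, by 1.18 (4.63 ± 0.29 against 5.81 ± 0.35, adjusted p = 2.86e-05). The others were Sh3rf2 (1.34), Iqck (1.28), Syndig1l (1.17) and the potassium channel gene Kcna5 (1.13). The largest falls after Arc were the activity-induced transcription factors Fos (-1.48, adjusted p = 0.00498) and Npas4 (-1.48, adjusted p = 9.71e-04), the synaptic scaffold Homer1 (-1.43), Fcrls, a microglial surface receptor (8.61 ± 0.31 against 7.32 ± 0.49, -1.29, adjusted p = 1.80e-07), and Klf10 (10.2 ± 0.18 against 8.93 ± 0.34, -1.24, adjusted p = 1.88e-07). Dusp4 (-1.17), Reep3 (-1.16), AU015791 (-1.12) and Bdnf completed the 10 falls. All 20 of these genes moved the same way in 6 of 6 CIE mice. Of the 20, 6 were read from a dimmer probeset of the gene, and their brightest probesets did not pass (adjusted p = 0.134 to 0.934). The brightest differed by -0.17 for Ccnd3 and 0.02 for Reep3, opposite in sign, and by 0.33 for Oprk1, 0.37 for Cd44, 0.34 for Syndig1l and -0.09 for Homer1.

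Of 30 immediate early genes measured, which respond to neuronal activity within minutes to hours, 10 fell and 1 rose at 0h, and 26 were lower in CIE (list median -0.66, adjusted p = 7.92e-09 against other genes, and adjusted p = 0.00699 for a one-way shift, list mean lower in 6 of 6 CIE mice). Adjusted over the list alone, 18 fell and 1 rose. Egr1 (-0.90), Nr4a1 (-0.97), Dusp6 (-0.68) and Egr3 (-0.65) were among those that fell, and Jun rose by 1.00. With an estimated correlation the list did not pass, with adjusted p = 1.00 and an unadjusted p of 0.0336. The list mean was also high in the Ctrl 0h mice, 9.37 ± 0.31 (SD, n = 6) against 9.04 ± 0.24 in the other 18 Ctrl mice (exact permutation p = 0.0107), and CIE 0h mice, at 8.74 ± 0.21, lay below those 18 mice as well (exact permutation p = 0.0120, both tests 2-sided). Against the other Ctrl mice the list median at CIE 0h was -0.38.

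Glucocorticoid-responsive genes, targets of the stress hormone receptor, rose at 0h (median 0.38, adjusted p = 3.10e-06, and adjusted p = 0.00179 for a one-way shift, 5 of 6 CIE mice above the Ctrl mean). Of 26 measured, 10 rose and 0 fell by limma, and adjusted over the list alone 14 rose and 1 fell. Examples are Plin4, Arrdc2, Nfkbia (0.51), an inhibitor of NF-kB, and Fkbp5 (0.50), a co-chaperone of the glucocorticoid receptor. This list had adjusted p = 1.00 with an estimated correlation and an unadjusted p of 0.0246. Of 18 MHC class I and antigen presentation genes, 2 rose, H2-Ab1 and the peptide transporter Tap1 (1.01), and 5 rose adjusted over the list alone (list median 0.60, adjusted p = 0.00210, 5 of 6 CIE mice). Of 33 interferon response genes, 1 rose, the transcription factor Irf8 (0.48), and 0 passed adjusted over the list alone (list median 0.29, adjusted p = 0.0216, 5 of 6 CIE mice). Both lists had adjusted p = 1.00 with an estimated correlation. Heat shock and protein folding genes were split, with Hspa1a (0.65) and Dnajb4 (0.22) higher and Dnajb5 (-0.59) and Hsph1 (-0.19) lower of 25, or 2 higher and 3 lower adjusted over the list alone. That list shifted down by a median of -0.09 (adjusted p = 0.0190, and adjusted p = 1.00 with an estimated correlation, 6 of 6 CIE mice). T-cell and immunoglobulin genes, of which Ighm (-1.02), Icos (-0.71) and Il5 (-0.40) fell out of 18, passed for a one-way shift alone (list median -0.07, adjusted p = 0.0299, adjusted p = 0.158 against other genes, 6 of 6 CIE mice). That list did not pass with an estimated correlation either. Adjusted over the list alone, 4 of its genes fell and 1 rose. On another probeset Cd4 (0.48), Cd8a (0.34), Cd247 (0.32) and Ighm (0.40) rose, and Ms4a1 (-0.19) fell. Of the other lists described so far, the MHC genes H2-D1 (0.79) and Psmb8 (0.31) rose on another probeset alone. Falls on another probeset alone were those of Homer1, the glucocorticoid receptor gene Nr3c1 (-0.26), and the heat shock genes Hspa8 (-0.18), Hspa4l (-0.27) and Hspa9 (-0.27).

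Markers of striatum, a region next to the dissected cortex, were higher at 0h in 18 of 18 genes (list median 0.58, adjusted p = 5.88e-04, list mean higher in 6 of 6 CIE mice), although 0 passed singly on their brightest probeset by limma and 0 adjusted over the list alone (12 at an unadjusted p ≤ 0.05). On another probeset, chosen after the values were seen, Syndig1l (1.17), Rgs9 (0.48) and Foxp1 (0.49) rose, and Adcy5 rose on 1 probeset (0.62) and fell on another (-0.45). Ppp1r1b, a dopamine signalling protein, differed by 0.79 (adjusted p = 0.0262) and Pde1b by 0.56 (adjusted p = 0.0475), and the list had adjusted p = 1.00 with an estimated correlation. With the mean of these markers as a term, chosen after the data were seen, 2353 probesets passed at 0h, 2102 of them shared. Plin4 (2.56), Arc (-1.61) and Bdnf (-0.90) passed with that term, whereas H2-Ab1 (1.51), Fos (-1.20) and Kcna5 (0.44) did not. Sh3rf2 went from 1.34 to 0.70, Syndig1l from 1.17 to 0.53 and Oprk1 from 1.33 to 0.98. Syndig1l is itself one of the striatal markers, so part of its decrease may be built in. Without the array of CIE 0h mouse 5 the count at 0h was 2165, and the interferon list no longer passed with array weights nor the heat shock list with the most variable probeset of each gene.

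The study named 25 of the measured genes in PFC. Read from the brightest probeset of each gene, 5 of these fell and 3 rose at 0h, and the numbers were the same adjusted over the list alone. The study chose them on these mice, so the list is not independent evidence. Bdnf, Fos, Ighm, the transcriptional corepressor Bcor (-0.65, adjusted p = 2.27e-06) and the histone deacetylase Hdac2 (-0.24, adjusted p = 0.00254) fell in 6 of 6 CIE mice. The serum and glucocorticoid regulated kinases Sgk1 (0.61, adjusted p = 0.00740, 5 of 6 mice) and Sgk3 (0.70, 6 of 6 mice) rose, as did Nfkbia (6 of 6 mice). A further 7 passed on another probeset alone, among them Gata2 (0.89), Bmpr1a (-0.61), Sgsh (-0.56) and Syn2 (-0.33), chosen after their values were seen. A second list chosen by the study held 30 candidate genes, of which the 20 measured under 1 symbol were analysed here. It had 1 rise (Nmur2, 0.55) and 1 fall (Suv39h2, -0.55) at 0h, also adjusted over the list alone, and 0 at 8h by limma (1 at an unadjusted p ≤ 0.05), again on the brightest probesets. On another probeset 7 more of the 20 passed at 0h, among them Scfd1 (0.36), and Scfd1 (0.48) rose at 8h. The study gives its candidates by probeset, and the brightest probeset read here need not be the listed one. For Scfd1 the other probeset is the listed one. The 50 genes that correlated best with Bdnf in Ctrl mice had a median of -0.14 at 0h, 6 of them fell and 1 rose, and the set did not pass (adjusted p = 0.167 for a one-way shift, and adjusted p = 0.983 with an estimated correlation). The 50 most negatively correlated had a median of 0.11 with 2 rises.

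**Figure D1:**
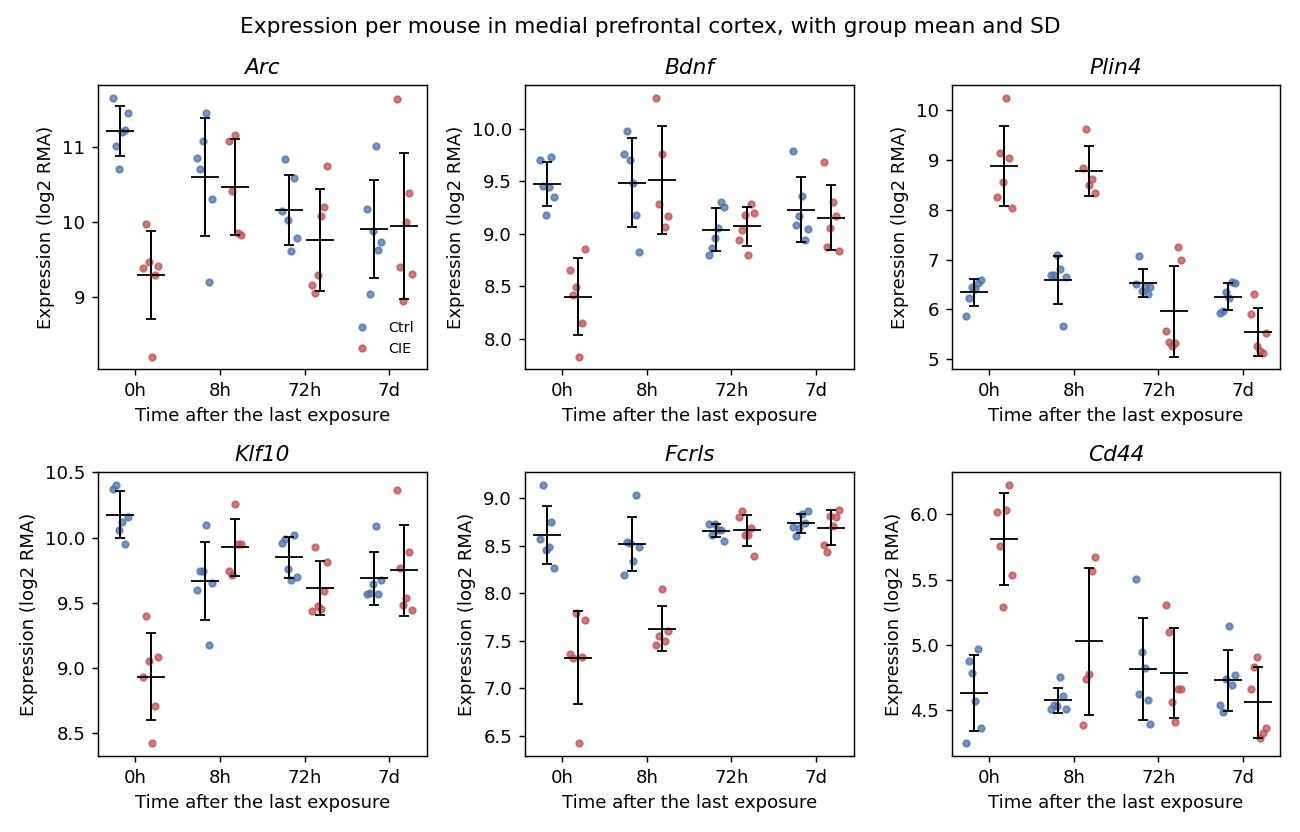
Expression (log2 RMA, vertical axes) of 6 genes in each mouse by time after the last exposure (horizontal axes); points are mice, Ctrl in blue and CIE in red, and bars are the group mean and SD. Bdnf was 9.47 ± 0.21 in Ctrl and 8.40 ± 0.37 in CIE at 0h, and its difference was 0.03 at 8h; Plin4 was higher in CIE at 0h (2.54) and 8h (2.19).

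The comparison at 8h concerns early withdrawal. Immune and stress genes were higher in CIE mice and genes of cholesterol synthesis were lower. All 7 lists that passed at 8h had adjusted p = 1.00 with an estimated correlation, and 5 of them did not pass with array weights. Plin4 (6.59 ± 0.49 in Ctrl against 8.79 ± 0.51 in CIE, 2.19, adjusted p = 6.68e-05) and H2-Ab1 (5.87 ± 0.39 against 8.01 ± 0.88, 2.14, adjusted p = 0.00188) led the rises again (SD, n = 6 and 5), followed by Ccl12, a chemokine that draws monocytes (5.58 ± 0.54 against 7.25 ± 0.83, 1.66, adjusted p = 9.30e-04). Aqp4, the water channel of astrocytes, fell from 9.57 ± 0.20 to 8.54 ± 0.91 (-1.04, adjusted p = 0.00591). In total 1527 probesets of 1145 genes passed, 1028 higher and 499 lower, with a median absolute change of 0.45 and 32 changes above 1. Higher calls made up 67.3%. The share was 52.0% of 6772 calls with array weights, 51.8% of 1187 with repeat group 1 alone and 49.9% of 5971 with the first residual component as a term. That component cannot move a log2 change, so the share changed there only through which probesets passed. With the 8h arrays fitted alone 21 probesets passed. Bdnf differed by 0.03 (adjusted p = 0.947, higher in 2 of 5 CIE mice).

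The other large rises at 8h were Ywhaz (1.62), the glycine receptor subunit Glra3 (1.40), Cbln4 (1.34), Etnppl (1.31), Gm34996 (1.24), the sulfotransferase Sult1a1 (1.18) and Zfp189 (1.13). The falls were Creg2 (-1.04), Ighm (-1.03), Pou3f4 (-0.94), Fcrls (-0.89, adjusted p = 5.07e-04), Gm11627 (-0.89), Tiam2 (-0.86), Rpa2 (-0.82), Msmo1 (-0.81), a sterol oxidase, and Rasal3 (-0.80). All 20 genes moved the same way in 5 of 5 CIE mice. Of these, 7 were read from a dimmer probeset, and of their brightest probesets only that of Tiam2 passed (-0.37). The brightest probeset differed by 0.05 for Aqp4 and -0.09 for Ywhaz, opposite in sign, and by 0.56 for Etnppl, -0.52 for Pou3f4, -0.28 for Rpa2 and -0.20 for Msmo1. The 8h arrays alone came from 2 repeat groups, with 3 Ctrl and 3 CIE mice in repeat group 1 and 3 Ctrl and 2 CIE mice in repeat group 2. Plin4 differed by 2.17 and 2.11 in repeat groups 1 and 2, H2-Ab1 by 1.85 and 2.55, Ccl12 by 1.27 and 2.18, and Fcrls by -0.74 and -1.07. Ywhaz differed by 0.88 and 2.86, Cbln4 by 0.65 and 2.14, Aqp4 by -0.49 and -1.88, and Creg2 by -0.51 and -1.87, whereas Tiam2 (-1.14 and -0.56) and Rasal3 (-1.19 and -0.37) differed more in repeat group 1.

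Glucocorticoid-responsive genes rose at 8h too (median 0.33, adjusted p = 7.88e-08, and adjusted p = 0.00144 for a one-way shift, 5 of 5 CIE mice). Of 26, 6 rose and 13 adjusted over the list alone, among them Plin4, Sgk1 (0.86), Sult1a1 and Arrdc2 (0.86). Genes of the ER stress and unfolded protein response rose (median 0.18, adjusted p = 0.00210, and adjusted p = 0.00212 for a one-way shift, 5 of 5 CIE mice), 5 of 26 singly and 9 adjusted over the list alone. The 5 included the ER chaperone genes Dnajb9 (0.47) and Hyou1 (0.45), the transcription factor Xbp1 (0.29) and Syvn1 (0.35). Of 28 NF-kB and inflammatory cytokine genes, 4 rose, namely Ptgs2 (0.81), Nfkbiz (0.59), Socs3 (0.49) and the cytokine Il1a (0.46), and 7 rose adjusted over the list alone (list median 0.21, adjusted p = 0.00295, and adjusted p = 0.0114 for a one-way shift, 5 of 5 CIE mice). Each of these 3 lists had adjusted p = 1.00 with an estimated correlation.

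MHC class I and antigen presentation genes had a median of 0.81 at 8h (adjusted p = 9.52e-04, 5 of 5 CIE mice), with 1 of 18 rising singly, H2-Ab1, and 5 adjusted over the list alone. The interferon response list had a median of 0.44 (adjusted p = 3.03e-04, 4 of 5 CIE mice) with 31 of 33 genes higher. None of its genes rose or fell singly (0 by limma, 0 adjusted over the list alone, 16 at an unadjusted p ≤ 0.05), and the smallest p values belonged to the viral RNA sensor Ddx58 (0.46, adjusted p = 0.0209) and Irf9 (0.54, adjusted p = 0.0272). Both lists had adjusted p = 1.00 with an estimated correlation. Cholesterol biosynthesis genes fell by a median of 0.16 (adjusted p = 0.00408, 5 of 5 CIE mice), 5 of 20 singly and 5 adjusted over the list alone, including Sc5d (-0.51), Sqle (-0.37), Cyp51 (-0.31) and the sterol carrier Stard4 (-0.36). Mitochondrial respiratory chain genes fell by a median of 0.08 (adjusted p = 3.03e-04, 4 of 5 CIE mice), 2 of 41 singly, Cycs (-0.32) and Uqcrfs1 (-0.24), and 4 adjusted over the list alone. Both of these lists had adjusted p = 1.00 with an estimated correlation. Immediate early genes did not pass as a list at 8h (median 0.04), though Nptx2 (1.03), Ptgs2, Egr3 (0.80) and Homer1 (0.31) rose, 4 of 30 and also 4 adjusted over the list alone. The list medians in repeat groups 1 and 2 were 0.32 and 1.33 for MHC, 0.08 and 0.83 for interferon, 0.17 and 0.49 for NF-kB, 0.28 and 0.43 for glucocorticoid, 0.19 and 0.08 for ER stress, -0.08 and -0.17 for cholesterol, and -0.04 and -0.12 for mitochondrial genes.

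With repeat group as a term these 7 lists passed, with medians of 0.81, 0.43, 0.22, 0.33, 0.15, -0.15 and -0.09 in that order, and 3004 probesets passed at 8h. Without the array of CIE 8h mouse 15 the 8h count was 610, and without those of Ctrl 8h mice 66, 75 and 79 and of CIE 8h mouse 23 it was 680, 686, 741 and 933; with limma array weights, 5 of the 7 lists, all but glucocorticoid and ER stress, no longer passed, nor did ER stress with the most variable probeset of each gene (median -0.01). On another probeset alone H2-D1 (1.42), H2-Aa (1.88), Calr (0.30), Zbtb16 (0.67), Mt1 (0.46), Klf9 (0.30) and Nfkbia (0.64) rose and Nr3c1 (-0.25) and Msmo1 fell, and of the respiratory chain Cox6c (0.51) and Atp5a1 (0.83) rose and Ndufs7 (-0.27) fell. Of the 25 genes the study named, Sgk1 (0.86, adjusted p = 0.00125) and Bcor (0.40, adjusted p = 0.00380) rose and Ighm fell at 8h in 5 of 5 CIE mice, with the same 3 adjusted over the list alone, which is not independent evidence. These are the brightest probesets, and on another probeset Nfkbia (0.64) rose and Cebpg (-0.55) fell. Across the probesets called at 8h, log2 changes correlated with their loadings on the first component of the residuals (r = 0.656). For those called at 0h, 72h and 7d r was 0.281, 0.0246 and 0.0482, and probesets are not independent replicates. Over all probesets r was 0.604 at 8h. Of 99 other splits of the 8h mice 53 gave as large an r, so the value is not particular to the ethanol grouping.

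At 72h, the later phase of withdrawal, differences were fewer and none exceeded 1 on the log2 scale (0 by limma, with 6453 probesets at an unadjusted p ≤ 0.05). Dnal1, an axonemal dynein chain, rose from 5.13 ± 0.20 to 5.86 ± 0.19 (SD, n = 6 each, 0.74, adjusted p = 3.19e-04) and Abca1, a cholesterol exporter, from 4.57 ± 0.26 to 5.24 ± 0.15 (0.67, adjusted p = 0.00122). Gch1, the first enzyme of tetrahydrobiopterin synthesis, fell from 4.85 ± 0.07 to 4.22 ± 0.18 (-0.63, adjusted p = 2.42e-04). In total 238 probesets of 165 genes passed, 144 higher and 94 lower, with a median absolute change of 0.44. The other rises were Defb45 (0.73), the phosphate transporter Slc34a2 (0.68), Zfp709 (0.66), the helicase Pif1 (0.65), S100a9 (0.64, adjusted p = 0.00109), which neutrophils express, Stk11 (0.63), Hoxc6 (0.62) and Epb41l5 (0.61). The falls also held Krtap5-1 (-0.76), Ccdc28b (-0.63), Dcaf12 (-0.62), Sgsh (-0.59), Odf3 (-0.59), Cklf (-0.58), the neuromedin U receptor Nmur2 (-0.57), Skor1 (-0.56) and Ccdc173 (-0.55). Each of the 20 genes moved the same way in 6 of 6 CIE mice. Of these, 12 were read from a dimmer probeset, and their brightest probesets did not pass (lowest adjusted p = 0.296) and were opposite in sign for 8. The brightest differed by -0.10 for Dnal1, -0.08 for Abca1, 0.02 for Gch1 and 0.18 for Sgsh.

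Chromatin modifiers passed at 72h with a median of -0.08 (adjusted p = 0.0216, 6 of 6 CIE mice), and respiratory chain genes with 0.04 and 33 of 41 higher (adjusted p = 0.0190, 4 of 6 CIE mice). Both had adjusted p = 1.00 with an estimated correlation. No member of either list passed singly (0 of 57 and 0 of 41 by limma, 0 adjusted over the list alone for both, 10 and 4 at an unadjusted p ≤ 0.05), although the chromatin gene Mbd1 rose on another probeset (0.35). The histone acetyltransferase Kat6a differed by -0.26 (adjusted p = 0.0331) and Smarce1 by 0.21, and Sdhd and Atp5c1 of the respiratory chain by 0.17 and 0.10. Striatal markers had a median of 0.37 at 72h (adjusted p = 0.0523). Of the 25 genes the study named 0 passed by limma on the brightest probeset (3 at an unadjusted p ≤ 0.05), Sgsh fell on another (-0.59), and 1 did adjusted over the list alone, the sarcomere protein gene Myoz1 (0.54, adjusted p = 0.0128 over all probesets, 6 of 6 CIE mice). Bdnf differed by 0.03 (adjusted p = 0.968, higher in 3 of 6 CIE mice). In the study's list of candidate genes Nmur2 fell on the brightest probeset, 6 more passed on another, among them Scfd1 (0.53) and Wdr37 (0.48), and 1 rose and 1 fell adjusted over the list alone, which is not independent evidence either.

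Of the probesets called at 72h, 88.2% lay below the median expression level, and the brightest other probeset of the same gene had the same sign in 50.9% (exact 95% interval 41.2 to 60.6%). The 72h arrays fitted alone gave 19 probesets. The 72h count was 142, 129, 150 and 131 without the arrays of Ctrl 72h mice 24, 34, 44 and 6, and 145, 125 and 149 without those of CIE 72h mice 29, 3 and 35; with the most variable probeset of each gene both lists no longer passed (adjusted p = 0.369 and 0.371; at the preset correlation the other settings gave 0.00612 to 0.0214 and 7.61e-04 to 0.0187).

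The comparison at 7d asks which differences were present after a week without ethanol. Lepr, the leptin receptor, rose from 4.73 ± 0.19 to 5.38 ± 0.14 (SD, n = 6 each, 0.65, adjusted p = 2.22e-05), Apol6, an apolipoprotein L gene, from 5.28 ± 0.09 to 5.94 ± 0.21 (0.66, adjusted p = 5.07e-05) and Abca1 from 4.51 ± 0.20 to 5.24 ± 0.21 (0.73, adjusted p = 3.45e-04). Prkar2a, a regulatory subunit of protein kinase A, fell by 0.74 (adjusted p = 9.27e-05), and the methyltransferase gene Smyd5 fell from 5.98 ± 0.60 to 4.89 ± 0.25 (-1.10, adjusted p = 0.00373). In total 427 probesets of 299 genes passed, 217 higher and 210 lower, with a median absolute change of 0.44 and 2 changes above 1. The largest rises also held Tanc2 (0.75), a postsynaptic scaffold, Defb2 (0.70), Wdr48 (0.68), Dcaf1 (0.67), Rfx3 (0.65), Ddx5 (0.65) and Gstm7 (0.65). The falls also held 9630013A20Rik (-1.04), Gm15663 (-0.79), Atp5a1 (-0.72), the splicing regulator Mbnl1 (-0.71), Astn2 (-0.68), Abca8b (-0.64), Rab27a (-0.64) and Hps5 (-0.63). All 20 genes moved the same way in 6 of 6 CIE mice. Of these, 11 were read from a dimmer probeset, and their brightest probesets did not pass (adjusted p = 0.0730 to 0.905) and were opposite in sign for 5. The brightest differed by 0.06 for Abca1, -0.18 for Prkar2a, -0.05 for Smyd5, 0.05 for Atp5a1, -0.02 for Mbnl1 and 0.01 for Ddx5.

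Astrocyte markers passed as a list at 7d (median -0.10, 20 of 25 lower, adjusted p = 0.0195, 5 of 6 CIE mice, and adjusted p = 1.00 with an estimated correlation). None of its genes fell singly (0 by limma, 0 adjusted over the list alone, 8 at an unadjusted p ≤ 0.05), and the smallest p values were those of Ttyh1 (-0.25, adjusted p = 0.0446) and S100b (-0.35, adjusted p = 0.119). Of the 25 genes the study named, Myoz1 rose (4.38 ± 0.15 against 4.99 ± 0.35, SD, n = 6 each, 0.61, adjusted p = 0.00326, 6 of 6 CIE mice), although its 2 probesets did not move together. On another probeset Syn2 (-0.46) and Sgsh (-0.56) fell. Bdnf differed by -0.08 (adjusted p = 0.881, lower in 4 of 6 CIE mice). Of the 20 measured candidate genes, 2 rose on the brightest probeset, Myoz1 and Clec2i (0.55), and 2 rose and 2 fell adjusted over the list alone. A further 6 passed on another probeset, among them Wdr37 (0.56), Bin1 (0.57), Rps18 (-0.61) and Sgsh. For Wdr37 and Sgsh that probeset is the one the study lists. The study also lists candidates with a 7d FDR above 0.01, such as Scfd1 (adjusted p = 0.0438 by limma on its listed probeset). Both lists were chosen on these mice and are not independent evidence.

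At 7d 86.7% of called probesets lay below the median level, the brightest other probeset of the same gene had the same sign in 51.6% (exact 95% interval 44.7 to 58.5%), and the astrocyte list no longer passed with the most variable probeset of each gene (adjusted p = 0.0927; 0.00773 to 0.0485 over the other settings at the preset correlation). Without the arrays of Ctrl 7d mice 46, 70 and 80 the count was 233, 242 and 284, and without those of CIE 7d mice 27, 37 and 45 it was 221, 200 and 240.

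**Figure D2:**
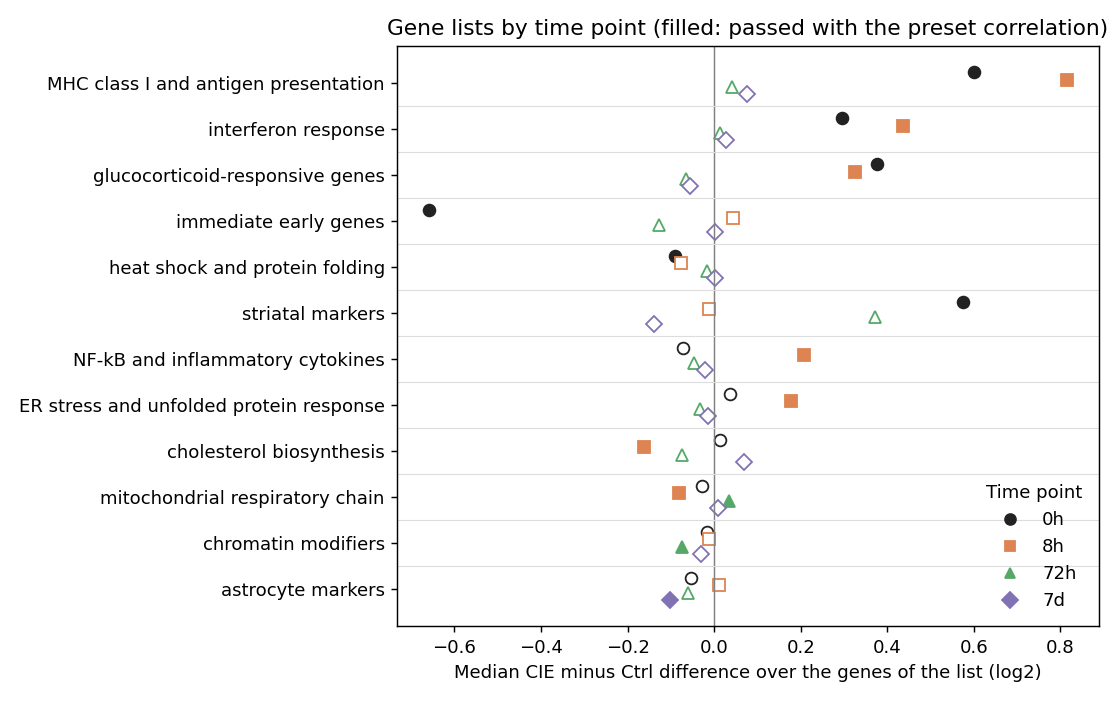
Median CIE minus Ctrl difference (log2, horizontal axis) over the genes of 12 lists at the 4 time points; filled symbols passed the test with a preset correlation of 0.01 between genes, and no list passed with an estimated one. Immediate early genes had a median of -0.66 at 0h and 0.04 at 8h, and glucocorticoid-responsive genes 0.38 and 0.33.

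The last set of comparisons asks whether ethanol effects recurred or differed between times. Called at both 0h and 7d in the same direction were 131 probesets, 62 higher and 69 lower, against 15.5 for independent lists, and 0 in opposite directions. Examples are Apol6 (0.78 at 0h and 0.66 at 7d), Lepr (0.57 and 0.65), Smyd5 (-0.91 and -1.10), Prkar2a (-0.75 and -0.74) and Astn2 (-0.50 and -0.68). The mean levels of these examples lay between 4.63 and 5.60, below the median of 6.41. Among probesets at or above the median level the overlaps were much smaller, as given further below. The 72h and 7d calls shared 71 probesets in the same direction (1.13 for independent lists) and 0 in opposite directions, among them Abca1, Gstm7 (0.46 and 0.65), Sypl2 (0.50 and 0.62) and Gins3, a DNA replication factor. At 0h and 8h 124 probesets were called in the same direction (55.8 for independent lists) and 73 in opposite directions (55.3). In the same direction the 8h calls shared 56 with 72h (4.33) and 11 with 7d (7.28), and 0h shared 31 with 72h (8.69). In opposite directions these numbered 0, 5 and 3. Of the 71 probesets shared by 72h and 7d, 62 lay below the median level. The numbers for independent lists do not allow for probesets that vary together between mice, as dim ones did at 72h and 7d. Passing at all 4 times were 3 probesets: Orc1, of the origin recognition complex (0.49, 0.59, 0.46 and 0.43), Gins3 (-0.33, -0.33, -0.53 and -0.59) and a probeset unnamed here (1.12, 0.50, 0.54 and 0.50). Smyd5, Prkar2a, Abca1, Gstm7, Sypl2 and Gins3 were read here from a probeset that is not the brightest of the gene. Genes named in this paragraph were chosen after their values were seen.

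The ethanol effect itself differed between 0h and 7d for 123 probesets, 56 more positive and 67 more negative at 7d, and between 0h and 8h for 1536, 911 more positive and 625 more negative at 8h. For 0h and 7d leaving out 1 array gave 29 (without Ctrl 7d mouse 70) to 304 (without Ctrl 7d mouse 18), and 20 of the 24 arrays moved the count by over 1.5 times. Plin4 (2.54 at 0h and -0.71 at 7d), Jun (1.00 and -0.21), Klf10 (-1.24 and 0.06), Fcrls (-1.29 and -0.05) and Pnoc, the nociceptin precursor (-0.87 and -0.04), were among the first set; Jun and Pnoc were chosen after their values were seen. Between 72h and 7d 0 probesets differed by limma (2529 at an unadjusted p ≤ 0.05). The effect differed for 811 probesets between 0h and 72h, 810 between 8h and 7d and 1 between 8h and 72h. These last counts were not set against random splits. Across probesets, which are not independent replicates, log2 changes correlated with r = 0.435 (rho = 0.394) between 72h and 7d, 0.347 (0.337) between 8h and 72h, 0.268 (0.262) between 0h and 7d, 0.213 (0.173) between 0h and 8h, 0.151 (0.133) between 0h and 72h and -0.110 (-0.0933) between 8h and 7d. Over 99 other splits of the mice within time points r lay between -0.421 and 0.436 and rho between -0.367 and 0.390 for 72h and 7d, so that r lay within the range of the splits and rho above it, and the other pairs lay within the range of their splits for both. At least 1 of the 4 contrasts differed from 0 for 6130 probesets (moderated F test).

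Air-exposed mice also differed with time, 775 probesets differing among the 4 Ctrl groups. Among these groups Ctrl 8h alone holds mice of repeat group 2 (3 of 6), so time and repeat group are partly mixed in this count. It was larger with repeat group as a term or repeat group 1 alone. Among probesets at or above the median level it was far smaller, so most of these differences lay on dim probesets. Ctrl 0h mice stood apart, with 643 probesets different from Ctrl 8h, 986 from Ctrl 72h and 65 from Ctrl 7d, while 0 differed between Ctrl 8h and 72h by limma (3261 at an unadjusted p ≤ 0.05). Immediate early genes had a median of 0.28 in Ctrl 0h over the other Ctrl groups, and 1 of the 30 was called, Dusp1, a phosphatase that limits MAP kinases. In CIE mice the same differences from 0h held 2679, 1695 and 1521 probesets. The Ctrl count was 430 without the array of Ctrl 0h mouse 48, and 8 of the 24 arrays moved it by over 1.5 times.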

Values the study reported

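In PFC the study counted 3277 probesets at FDR ≤ 0.01 directly after exposure (0h). The number was 1527 for the 8h mice, 238 for the 72h mice and 427 for the 7d mice. More than 100 probesets of the 0h and 7d lists of PFC were described as shared.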

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

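Of the tests in this part, those of dim calls in the mice of another time, of the brightest other probeset, of CIE 8h mouse 15, of the repeat group 2 CIE arrays, of the residual component at 8h and of the level in Ctrl 0h mice alone were chosen only after the result was seen, as were the settings that leave out arrays of low mean correlation or both repeat group 2 CIE arrays.

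Some mice lay apart from the others of their group, measured as the gap to the nearest mouse over the whole range of the group. Chance gives such a gap in about 1 in 20 groups, and 9 of 160 tests of named genes and 4 of 16 tests of array properties gave one. Mouse 15 of CIE 8h was lowest for Creg2 (0.712) and Msmo1 (0.741) and in its mean correlation with the other arrays (0.832; a correlation of 0.967 against 0.988 to 0.992). Mouse 46 of Ctrl 7d was highest for Smyd5 (0.685) and in the first residual component (0.768), and lowest in mean correlation (0.702). Fcrls stood apart in CIE 0h mouse 5 (lowest, 0.658) and CIE 8h mouse 69 (highest, 0.747), Plin4 in Ctrl 8h mouse 42 (lowest, 0.693) and Kcna5 in Ctrl 0h mouse 56 (lowest, 0.721). Skor1 in Ctrl 72h mouse 52 (lowest, 0.646), Abca8b in Ctrl 7d mouse 18 (lowest, 0.639) and the mean correlation of CIE 72h mouse 3 (lowest, 0.641) were the others.

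The ethanol effect differed between times for several of the named genes. Between 0h and 7d it differed for 7 of 63 genes tested. The effect at 7d minus that at 0h was -3.25 for Plin4 (SE 0.43, adjusted p = 1.01e-04), -1.34 for Cd44 (SE 0.26, adjusted p = 0.00689), -1.21 for Ccnd3 (SE 0.22, adjusted p = 0.00273) and -0.697 for Abca8b (SE 0.14, adjusted p = 0.00802). It was 1.31 for Klf10 (SE 0.20, adjusted p = 8.21e-04), 1.24 for Fcrls (SE 0.21, adjusted p = 0.00222) and 0.693 for Defb2 (SE 0.14, adjusted p = 0.00771). Over all probesets 123 differed between 0h and 7d and 1536 between 0h and 8h.

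Immediate early genes were lower in CIE than in Ctrl at 0h, and both technical explanations weighed here were argued against. A high level in Ctrl 0h mice alone would leave CIE 0h level with the other Ctrl groups. CIE 0h was lower than these by 0.30 in list mean (exact permutation p = 0.0120), although Ctrl 0h was also higher than those groups. Singly, 6 of 30 genes fell and 1 rose in CIE 0h against those groups. Arc (-0.93), Fos (-0.80), Nr4a1 (-0.51) and Egr3 (-0.39), which fell against Ctrl 0h, did not pass there. Arrays that stand apart were argued against. Without the arrays of mean correlation below 0.99 the list median was -0.73, 9 genes falling and 1 rising. A differing share of striatal tissue was not tested for the list. With the striatal marker mean as a term Arc (-1.61), Npas4 (-1.27), Homer1 (-1.20), Dusp4 (-0.97) and Bdnf (-0.90) passed. Fos (-1.20) did not, and each of these changes was smaller than without the term. As a hypothesis, activity-dependent transcription may have been reduced in CIE mice at the end of exposure; whether handling or the time of day contributed was not tested.

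The probesets called at 72h and 7d were mostly dim, which no biological explanation tested here addresses. Below the median level lay 88.2% of calls at 72h and 86.7% at 7d, against 62.1% at 0h and 47.7% at 8h. An unequal share of the first residual component between the 7d groups was argued against, as change and loading correlated with r = 0.0482 across the probesets called at 7d. Noise of single dim probesets was argued against, since 97.1% of the dim probesets called at 72h had the same sign in the 7d mice and 96.8% of those called at 7d in the 72h mice, with 62 called at both times in the same direction and 0 in opposite ones; 4 and 3 of 100 splits of those mice, the real one included, gave shares as far from 50% (highest other 99.5% and 98.4%, median other 80.0% and 75.9%), so these probesets varied together between mice. A factor that such probesets share and that differed between the groups at both times stays open, as does a transcript form that only the called probeset reads; neither was tested. The brightest other probeset of the gene had the same sign in 49.5% of dim calls at 72h and 51.7% at 7d. At 0h and 8h the shares of dim calls were 56.6% and 57.2%. For calls at or above the median level they were 57.9% at 72h, 51.2% at 7d, 75.7% at 0h and 60.6% at 8h. At that level the 72h and 7d shares rest on 19 and 41 calls.

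Many calls at 8h rested on few arrays. The repeat group 2 CIE arrays may carry many: 445 passed without both, 149 to 968 without any pair holding 1 or both, and 3570 to 4076 without a pair holding neither (a first criterion, that 3 other pairs gave fewer, was wrong because these 3 hold mouse 15 of repeat group 2). Of these, mouse 15 may carry many, since 610 passed without it and 933 to 1860 without any other single CIE mouse. An unequal share of the first residual component may contribute, as change and loading correlated with r = 0.656 across the probesets called at 8h, although 53 of 99 other splits of the 8h mice gave as large an r over all probesets (0.604). An ethanol effect specific to 1 repeat group cannot be told apart from the spread of 5 mice, as 62.5% of the probesets called in repeat group 1 had the same sign in repeat group 2, and a differing course of withdrawal among CIE mice was not tested.

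Random splits of the same mice tested whether the counts could arise by chance. Of 100 splits, the real one included, only the real one (1) gave as many probesets at 0h (3277, highest other 115), 8h (1527, highest other 608), 72h (238, highest other 27), 7d (427, highest other 5) and over any time point (6130, highest other 517). The same held for the differences between 0h and 7d (123, highest other 31) and between 0h and 8h (1536, highest other 572). It held among Ctrl groups too (775, highest other 147). Chance is thus an unlikely source of these counts, although 100 splits cannot show a share below 1 in 100. At 8h the highest other count (608) was close to the 610 calls left without CIE 8h mouse 15. For 72h against 7d the real count was 0, so all 100 splits gave as many by construction (highest other 7), which says nothing about chance.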

How the results depend on the processing

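The residual component, the arrays of low mean correlation, both CIE 8h arrays of repeat group 2, the striatal term and any probeset of a list gene were settings chosen only after the data were seen. Counts below are for 0h, 8h, 72h and 7d unless said otherwise. No called value of a named gene reversed under the settings run for single genes; Bdnf at 8h, which was not called, went from 0.03 to -0.04 with repeat group as a term and 0.29 without arrays of low mean correlation.

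At FDR ≤ 0.05 they were 6916, 5000, 954 and 1635 (any time 12551); among probesets at or above the median level 1110, 856, 13 and 26 (any time 1801), so most calls of the later times lay on dim probesets; with 1 probeset per gene, a smaller number tested, 1400, 686, 78 and 121 (any time 2446). Array weights gave 5240, 6772, 881 and 2579 (any time 14334) and the residual component 5690, 5971, 612 and 1162 (any time 13083). Fitting each comparison alone gave 2027, 21, 19 and 247, with the spread taken from the 12, 11, 12 and 12 arrays compared. Fewer arrays alone would not explain why 8h and 72h lost a larger share than 0h and 7d. The main model takes the spread from all 47 arrays, whereas the CIE 8h arrays had weights from 0.104 (mouse 15) to 2.16 (mouse 51). The cause of the losses was not tested. Repeat group as a term moved 8h to 3004, and repeat group 1 alone moved 72h to 514 and 7d to 761. Adjusting over all times together moved 72h to 510 and 7d to 691. Without arrays of low mean correlation 8h, 72h and 7d were 907, 508 and 763. At 8h repeat group 2 alone gave 0 by limma (13098 at an unadjusted p ≤ 0.05), and leaving out both of its CIE arrays 445. Trended variances, a further quantile normalization and median centring stayed within 1.5 times. Shared with the original calls were 3089, 1438, 227 and 426 under array weights 3253, 475, 237 and 423 with repeat group 1 alone, and 1796, 401, 157 and 358 without arrays of low mean correlation. The residual component cannot move a log2 change, by construction, so it tests only the spread. Where no reason is given the cause was not tested.

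The share of calls that were higher at 8h was 67.3%, and 52.0% with array weights, 51.8% with repeat group 1 alone, 49.9% with the residual component, 54.1% without arrays of low mean correlation and 81.0% fitted alone. Apart from the last, these are shares of 1527, 6772, 1187, 5971 and 907 calls, so different sets of probesets are compared.

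For 0h against 7d the same settings gave 906 (FDR ≤ 0.05), 30 (median level), 227 (repeat group 1), 1679 (array weights), 675 (residual component), 75 (without low arrays) and 25 (fitted alone). For 72h against 7d they gave 1 (FDR ≤ 0.05) and 1 (array weights), and for 0h against 8h 4263, 486, 5059 (array weights), 645 (1 per gene) and 3932 (residual component). Among Ctrl groups they gave 2785 (FDR ≤ 0.05), 20 (median level), 2082 (repeat group term), 2380 (repeat group 1), 8800 (array weights), 268, 2322 and 253.

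Leaving out 1 array gave 2165 to 2984, 610 to 1860, 125 to 285 and 200 to 539, any time 5152 to 6527. For 0h against 7d it gave 29 to 304, for 72h against 7d 0 to 1 (1 without Ctrl 72h mouse 44), for 0h against 8h 1119 to 1610 and among Ctrl groups 430 to 1023. For 0h against 7d the count was 44, 51, 63 and 41 without Ctrl 0h mice 12, 48, 56 and 78, 304, 253, 35, 41, 29 and 50 without Ctrl 7d mice 18, 22, 28, 46, 70 and 80, 53, 52, 33 and 62 without CIE 0h mice 17, 43, 5 and 67, and 208, 264, 34, 36, 35 and 50 without CIE 7d mice 13, 7, 27, 37, 45 and 65. Among Ctrl groups it was 464, 440, 430, 496 and 503 without Ctrl 0h mice 2, 20, 48, 56 and 78 and 482, 484 and 501 without Ctrl 8h mice 66, 75 and 79.

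Overlaps, in the order 0h with 8h, 72h and 7d, 8h with 72h and 7d, and 72h with 7d, were 655, 194, 527, 270, 116 and 329 at FDR ≤ 0.05, 65, 2, 13, 5, 1 and 5 at or above the median level, and 616, 137, 492, 393, 291 and 436 with array weights. The repeat group term moved 0h with 8h to 244, 8h with 72h to 89 and 8h with 7d to 28.

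Of 115 calls of named genes, 69 were lost fitting each comparison alone, 48 by leaving out some array, 47 without arrays of low mean correlation, 29 with repeat group 1 alone, 7 with array weights, 4 with trended variances, 1 with a further quantile normalization and 0 with repeat group as a term, median centring or the residual component; 0 reversed. The striatal term ended 3 of the 20 calls named by size at 0h. Other settings were not run for single genes.

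An estimated correlation ended all 16 list calls. Array weights ended interferon at 0h (median 0.31) and, at 8h, MHC (0.51), interferon (0.26), NF-kB (0.13), cholesterol (-0.08) and mitochondrial genes (-0.06). The most variable probeset ended heat shock at 0h (-0.09), ER stress at 8h (-0.01), chromatin modifiers (-0.05) and mitochondrial genes (0.03) at 72h and astrocyte markers at 7d (-0.11). With 25 neighbours of Bdnf the positive set passed a one-way shift at 0h (median -0.20, adjusted p = 0.0377, and adjusted p = 0.879 with an estimated correlation), and with 100 it did not (-0.12, adjusted p = 0.338).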

Other observations

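The genes of this part, the 0h against 8h tests of single genes and the relation with mouse number were chosen only after the values were seen.

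Clock genes moved within their list in both directions while the list did not shift one way. At 0h the clock output factors Dbp (0.63) and Tef (0.34) and the repressor Nr1d2 (0.19) rose and Nfil3 (-0.78), a repressor of the same target sites, fell, out of 21 (4 rose and 1 fell adjusted over the list alone; adjusted p = 0.00182 for change in either direction by fry, 0.127 for a one-way shift). At 8h Cry1 (0.53) and Npas2 (0.44) rose and Tef (-0.37) fell, with 3 higher and 2 lower adjusted over the list alone (adjusted p = 4.77e-04 in either direction). Of 16 list genes called at both 0h and 8h, 12 moved the same way and 4 in opposite ways. The 8h minus 0h difference in effect was -0.71 for Tef (SE 0.08, adjusted p = 2.08e-06), 1.45 for Egr3 (SE 0.21, adjusted p = 3.66e-05), 1.18 for Dnajb5 (SE 0.17, adjusted p = 2.41e-05) and 1.05 for Bcor (SE 0.13, adjusted p = 2.08e-06).

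Cell type and signalling lists held single genes that passed at 0h or 8h while the list did not shift one way. Of 25 microglia markers, the homeostatic receptor gene Fcrls fell and the Fc receptor gene Fcgr3 rose (0.48) at 0h, and Fcrls and the purinergic receptor P2ry12 (-0.57) fell at 8h, where 3 fell and 1 rose adjusted over the list alone. Of 34 genes of monoamine, opioid and stress peptide signalling, the nociceptin precursor Pnoc (-0.87) and the CRH-binding protein Crhbp (-0.52) fell and the nociceptin receptor Oprl1 (0.54) and Nmur2 (0.55) rose at 0h (adjusted p = 3.04e-06 for change in either direction, with 2 higher and 2 lower adjusted over the list alone), and Sst (-0.29), the somatostatin precursor, fell at 8h. Among 25 astrocyte markers the fatty acid binding protein Fabp7 (-0.78) fell at 0h, as did the neurotensin receptor Ntsr2 (-0.33), which fell at 8h too (-0.39). Of 34 neurodevelopmental genes Hes5 (-0.88) and Neurod6 (-0.38) fell and Sox11 (0.85), Wnt3a (0.65) and Neurod2 (0.43) rose at 0h (adjusted p = 1.22e-04 for change in either direction). Of 32 cell cycle genes Mcm5 (-0.69) and Ccnd1 (-0.42) fell and E2f1 (0.35), Aurka (0.31) and Tyms (0.31) rose at 0h (adjusted p = 2.50e-06 in either direction). In either direction microglia and astrocyte markers had adjusted p = 0.0457 and 0.0157 at 0h. These genes were read from the brightest probeset.

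The first component of the residuals held 36.8% of their variance. Loadings of probesets of the same gene correlated with r = 0.0971 across 9010 genes. For the next component, which held 8.36%, r was 0.662. Components 3, 4 and 5 gave 0.202, 0.365 and 0.323, between these values. The score of the first component correlated with the mouse number of the labels (r = -0.479, rho = -0.453, n = 47, permutation p = 6.4e-04 and 0.0015). That correlation was r = -0.499 without the 2 farthest mice and r = -0.461 in the 42 arrays of repeat group 1. Repeat group 2 held few arrays, and no correlation was taken from it alone. Across genes with several probesets, which are not independent replicates, log2 changes of probesets of a gene correlated with r = 0.304 at 0h, 0.173 at 8h, 0.123 at 72h and 0.127 at 7d.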
